A study of Mus musculus with 6 samples. Its data were reported in "A single microRNA miR-195 rescues the arrested B cell development induced by EBF1 deficiency" (2026).

How the data were processed

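ATAC-seq had been carried out on sorted bone marrow cells from NOG mice that received Ebf1-/- fetal liver progenitors transduced with miR-195 or with the EMPTY vector. The 6 libraries form 3 groups of 2 by their titles: miR-195 CD19+, miR-195 CD19- and EMPTY CD19-. The labels describe the CD19- cells as B220+ CD19-, and the study's results describe the control cells in the same way. Its methods name only B220+ for these sorts. Cells were cryopreserved, lysed and tagged by the Omni-ATAC protocol, and libraries were read as pairs on an Illumina NextSeq.

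Per the study's methods, reads were trimmed with sickle and aligned with Bowtie2 to mm10. Before MACS3 called summits, SAMtools 1.16.1 and Picard served to keep only uniquely placed nuclear read pairs, each counted once. Trimming, alignment and calling were done by the authors, and whether the insertion offset of the transposase was corrected is not given in the sources used here. What was analysed here are the deposited summit lists, 1 per library, and 1 deposited list of differential summits with miR-195 CD19+ as treatment and EMPTY CD19- as control. Each list gives 1 bp positions and a score, which the authors' MACS3 wrote as the -log10 of a p-value or q-value. The lowest scores in the library lists, from 2.00 to 2.01, match a threshold of 0.01 rather than the stated one, which is 5 on the -log10 scale. Which of the p-value and the q-value the deposited library scores hold is not given in the sources used here. The differential list starts at 5.05, and it is taken to be a call on pooled libraries because it is a single list for the comparison. Scores were used only to rank or filter summits within a list. The files hold no read counts, so the depth of each library is unknown and no interval for depth can be given. Intervals for shares of summits and for odds ratios are exact 95% intervals and cover counting error only.

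Coordinates are those of the deposited lists on mm10, counted from 1. Gene models were GENCODE vM21 on GRCm38.p6, the same build, and chromosome names and lengths were checked against the lists. The summits of all 6 libraries were merged into regions when they lay within 250 bp of each other, and a summit was scored as found in another list when that list had a summit within 250 bp. A region was called in a group when both of its libraries had a summit there. A region was specific to a group when both libraries of the other group had none. Each position was assigned to a promoter (within 1 kb of a TSS, the transcription start site), an exon, an intron or intergenic sequence. Regions were tied to every protein-coding gene whose body plus 10 kb held them.

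Fixed before the data were examined were the groups, tests, distances, 15 gene lists with 274 members, 19 motif consensus sequences and the settings to be varied. The symbol Ahsp was not found in the annotation, leaving 261 different list symbols in all. The lists cover B-lineage regulators, BCR and B cell surface genes, V(D)J and class switch recombination, T cell, NK and ILC, myeloid, dendritic, stem and progenitor, erythroid and megakaryocyte, stromal and endothelial genes, the FOXO1 phosphorylation pathway, FOXO1 targets, cell cycle and housekeeping genes, and the genes the study named at its differential peaks. That last list was chosen by the study on these samples. HOMER, which the study used for motifs, is not installed here, so each motif was scored as present when its IUPAC consensus occurred on either strand within 100 bp of the summit. These sequences are short, for PAX5 GCRTGAC, and a match does not show that the factor binds there.

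The number of summits and the share of differential summits found in each library were compared between groups by exact two-sided permutation tests, whose smallest p with 2 libraries against 2 is 0.333. The overlap of libraries was measured as the Jaccard index over merged regions, and the mean within groups was set against the 15 ways of pairing 6 libraries (exact, one-sided). Counts of regions specific to a group stand beside the same counts for the crossed splits of the 4 libraries, with no p-value. Features, gene lists and motifs at the differential summits were compared with 14455 background regions, which were called in at least 1 miR-195 CD19+ library and lay at no differential summit. Two-sided Fisher's exact tests were used, with Benjamini-Hochberg adjustment over the 4 features, 15 lists or 19 motifs and a threshold of 0.05. Motifs in group-specific regions were compared with regions called in all 4 libraries of the comparison.

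Genes are named by a rule of the same date: the genes at the 20 highest-scoring differential summits with a gene within 10 kb, every list member with a differential summit, the genes the study named, and a fixed set of loci. For each library comparison and direction, up to 8 list genes were taken, ranked by the lower of the 2 score percentiles. Features named outside this rule are said to be so.

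The enrichment code was tested on simulated data, drawing 498 of the 14455 background regions in 100 draws. With nothing planted, at least 1 motif was called in 3 draws, at least 1 list in 0 and at least 1 feature in 3. With an odds ratio of 2 planted, PAX5 was called in 75 draws, RUNX in 99, EBF1 in 61 and FOXO1 in 36. With an odds ratio of 4 planted, B-lineage regulators were called in 56 draws, BCR and B cell surface genes in 36 and T cell genes in 20.

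The settings varied were overlap distances of 100 and 500 bp, a score of at least 10, equal list length (the top 7617 summits of each library), autosomes only, promoter windows of 500 bp and 2 kb, motif windows of 50 and 250 bp, gene assignment by nearest TSS or body plus 50 kb, counting genes in place of regions, other backgrounds including a GC-matched one in 5 bins, a replicate block, and each library left out in turn. Added after the data were seen were the restriction of list tests and of group-specific motif tests to regions more than 1 kb from a TSS, its combination with GC matching at differential summits, the restriction to differential summits found in a miR-195 CD19+ library, the direct comparison of the 2 specific sets of a comparison with each other and in crossed splits, list tests without the genes that the study named, the Jaccard index over pairs with different replicate numbers, and the choice of regions without 1 EMPTY library. Other datasets that the study combined with these libraries were not used here. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 were used.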

Results

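Open chromatin was profiled by ATAC-seq, in which a transposase inserts adapters into accessible DNA, in 6 libraries of sorted mouse bone marrow cells. The transplanted cells were Ebf1-/- progenitors, which lack a transcription factor needed for commitment to the B lineage, and carried a vector for the microRNA miR-195 or the EMPTY vector. The 3 groups of 2 libraries were miR-195 CD19+, miR-195 CD19- and EMPTY CD19-, where CD19 is the surface protein acquired at B cell commitment. The summit lists held 7617 and 13857 summits in miR-195 CD19+, 10051 and 20704 in miR-195 CD19-, and 10559 and 13868 in EMPTY CD19-. From 51.8% to 72.6% of the summits of a library lay at promoters, within 1 kb of a TSS. Read depth is unknown because the lists hold positions and scores only. No source says that the replicates came from separate animals, so p-values over libraries measure only the spread between these libraries, which may be technical.

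Merging all summits gave 26873 regions. Of these, 4470 (16.6%) were called in all 6 libraries and 10424 (38.8%) in 1 library. The mean Jaccard index of 2 libraries was 0.471 within groups and 0.455 between groups (exact permutation p = 0.267, 4 of 15 pairings). Libraries of the same group always differ in replicate number, and between groups the index was 0.483 for equal numbers and 0.427 for different ones. Among the 6 pairings of a #1 with a #2 library, the grouping had the highest index (exact permutation p = 0.167, the smallest these pairings allow). At equal list length the index was 0.546 within groups and, between groups, 0.508 for equal and 0.498 for different numbers, so most of the gap between numbers was gone. There 1 of the 15 pairings, the grouping itself, was as high (exact permutation p = 0.0667, the smallest possible). The number of summits per library overlapped between the groups. It was 10737 ± 4412 (SD, n = 2) in miR-195 CD19+, 15378 ± 7533 (SD, n = 2) in miR-195 CD19- and 12214 ± 2340 (SD, n = 2) in EMPTY CD19-. The exact permutation p was 0.667 for miR-195 CD19+ against EMPTY CD19-, 0.667 for miR-195 CD19+ against miR-195 CD19-, and 1 for miR-195 CD19- against EMPTY CD19-. The #2 library had more summits than the #1 library in every group.

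Ebf1, the gene targeted by the knockout (chromosome 11, 44617317 to 45008091), was examined first as a check of the labels. Within its body plus 10 kb, miR-195 CD19+ libraries held 2 and 5 summits, miR-195 CD19- libraries 1 and 6, and EMPTY CD19- libraries 1 and 5. A summit lay at its TSS in 5 of the 6 libraries. Which part of the gene was deleted is not given in the sources used here, so summits cannot show the deletion and neither check nor contradict the labels. The Mir195a locus on chromosome 11, from 70235042 to 70235135, had 1 or 2 summits in its surroundings in every library, and the same held for its neighbour Mir497. MicroRNA genes had no TSS in the set used, so no summit could be scored at theirs. Pgk1, a glycolytic gene, had 1 summit at its TSS in all 6 libraries. Cd19 itself had 0 summits in both miR-195 CD19+ libraries, 1 in a miR-195 CD19- library (#2) and 0 in EMPTY CD19-. Foxo1, a transcription factor of early B cells, had 1 and 2 summits in miR-195 CD19+, 0 and 1 in miR-195 CD19-, and 0 in both EMPTY CD19- libraries. At its promoter the lower of the 2 score percentiles in miR-195 CD19+ was only 2.53, and the deposited differential list held 0 summits at this gene. The Igh locus, which encodes the antibody heavy chain, held 1 and 3 summits in miR-195 CD19+ and 2 and 3 in each of the other groups, while the light chain loci Igk and Igl held 0 in every library.

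Cells that miR-195 had brought to the CD19+ stage were set against EMPTY CD19- cells to ask which chromatin differed between them. The authors' deposited list for this comparison held 498 differential summits, with a median score of 10.9. They lay mostly in introns and between genes, and they included 9 summits at B-lineage regulators such as Pax5, Erg, Irf4 and Ebf1. In the libraries themselves, 34.1% and 73.3% of these summits were found in miR-195 CD19+ #1 and #2, and 2.41% and 3.41% in EMPTY CD19-. The miR-195 CD19- libraries, which did not enter the list, held 11.2% and 33.9%. Group means were 53.7% ± 27.7 (SD, n = 2) in miR-195 CD19+, 22.6% ± 16.0 (SD, n = 2) in miR-195 CD19- and 2.91% ± 0.710 (SD, n = 2) in EMPTY CD19-. Each of the 3 differences had an exact permutation p of 0.333, the smallest that 2 libraries against 2 allow. The list was made from the miR-195 CD19+ and EMPTY CD19- libraries, as summits high in the former and low in the latter, so all 3 differences depend on that choice and none is independent evidence.

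**Figure D1:**
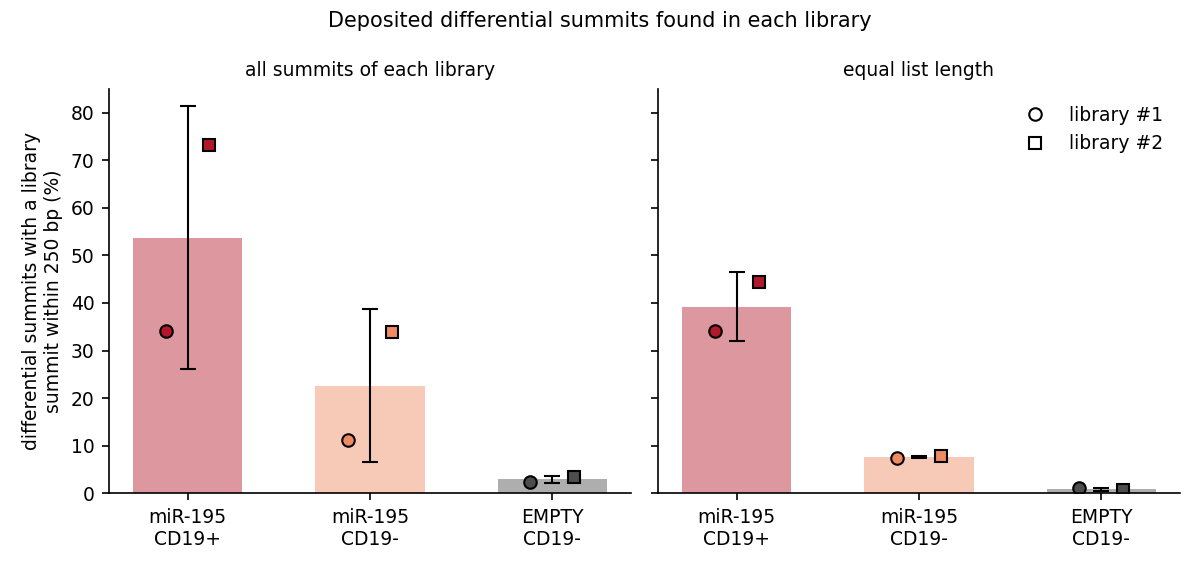
Share of the 498 deposited differential summits with a summit within 250 bp in each library, in percent, using all summits (left) and the same number of summits per library (right). Bars are group means with SD (n = 2) and points are libraries. At equal list length the shares were 34.1% and 44.4% in miR-195 CD19+, 7.43% and 7.83% in miR-195 CD19-, and 1.00% and 0.602% in EMPTY CD19-.

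Of the 498 summits, 383 (76.9%) were found in at least 1 miR-195 CD19+ library, 152 in both and 132 in both with none in EMPTY CD19-. A further 103 (20.7%) were found in no library. Promoters were rare among the differential summits (9.84%) relative to the background regions (62.1%), with an odds ratio of 0.0665 (Fisher's exact test, adjusted p = 3.83e-127). Introns held 49.2% against 19.1% (odds ratio 4.11, Fisher's exact test, adjusted p = 3.70e-49), intergenic sequence 36.9% against 16.5% (odds ratio 2.97, adjusted p = 8.92e-27) and exons 4.02% against 2.28% (odds ratio 1.80, adjusted p = 0.0217). The exon call was lost in 3 of 6 other settings. The median distance to a TSS was 16.4 kb.

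In the authors' deposited list the highest score, 29.9, was reached in introns of Cdc42se2 (chromosome 11, 54733752) and of Mgll (chromosome 6, 88769878), which encodes monoacylglycerol lipase. Both summits were found in both miR-195 CD19+ libraries and in 1 miR-195 CD19- library. They were followed by an intron of Brpf3 at 28.4, sequence near Bdkrb1 at 27.8, an exon of Rnf41 and an intron of Itpa at 26.6, an intron of Ror1 at 25.2 and the promoter of Kcnk10 at 24.4. Summits near Bdkrb1 (chromosome 12, 105597345) and in Ror1 (chromosome 4, 100219826), a receptor tyrosine kinase gene, were found in all 4 miR-195 libraries and in neither EMPTY library. The other genes at the 20 highest-scoring summits were Dnase1, Nrp1, Cst11, Fam213a, Kifc3, Erg, Lca5, Il1r1, Itga9, Bfsp1, Pde2a and Spink2, and Zfp612 tied with Spink2 at 20.8. A summit in the Igh locus (chromosome 12, 113321266) ranked 5 with a score of 27.0 and was found in both miR-195 CD19+ libraries.

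Among gene lists, B-lineage regulators held 9 of the differential summits against 60 of the 14455 background regions, an odds ratio of 4.42 (95% interval 1.91 to 9.02, Fisher's exact test, adjusted p = 0.00337). In the authors' deposited list these were Erg (score 22.3), Ebf1 (13.6), Ikzf3 (13.2), Pax5 (12.4), Foxp1 (12.2), Spib (12.1), Irf4 (8.17), Runx1 (6.68) and Irf8 (6.61). The summits in introns of Ebf1 (chromosome 11, 44950501), Irf4 (chromosome 13, 30761633) and Irf8 (chromosome 8, 120746494) and near Ikzf3 (chromosome 11, 98459374) were found in both miR-195 CD19+ libraries. Those in introns of Pax5 (chromosome 4, 44565797), the factor that maintains B cell identity, of Erg (chromosome 16, 95427758) and of Runx1 (chromosome 16, 92807950) were found in miR-195 CD19+ #2 alone. The Foxp1 summit (chromosome 6, 99350765) was found in no library, and the Spib summit lay at the promoter of its neighbour Pold1. BCR and B cell surface genes held 5 summits against 30 background regions, an odds ratio of 4.88 (95% interval 1.47 to 12.8, Fisher's exact test, adjusted p = 0.0285). These were at H2-Aa, an MHC class II gene (score 11.3 in the authors' deposited list), Cd83 (9.25), the adaptor gene Blnk (7.43, found in no library) and, at 14.1 and 6.68, the MHC class II activator gene Ciita. Both lists share members with the genes that the study named at its differential peaks on these samples: Pax5, Erg, Runx1 and Irf8 in the first, Blnk and Ciita in the second. Without the named genes B-lineage regulators held 5 summits against 50 regions (odds ratio 2.92, 95% interval 0.905 to 7.33, Fisher's exact test, p = 0.0357 before and 0.4999 after adjustment) and BCR and B cell surface genes 2 against 28 (odds ratio 2.08, 95% interval 0.239 to 8.28, adjusted p = 0.810). Genes named for their differential peaks lower the odds ratio by construction when left out, and both intervals still hold the earlier value. Whether either call stands apart from the study's own choice of genes thus stays open. With the named genes kept, the B-lineage call was also lost when only regions more than 1 kb from a TSS were compared (odds ratio 2.82, Fisher's exact test, adjusted p = 0.0703). The BCR call was kept there (odds ratio 6.15, 95% interval 1.64 to 19.8, Fisher's exact test, adjusted p = 0.0292). It was lost with assignment to the nearest TSS (odds ratio 4.06, Fisher's exact test, adjusted p = 0.0560) and in 3 other settings.

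**Figure D2:**
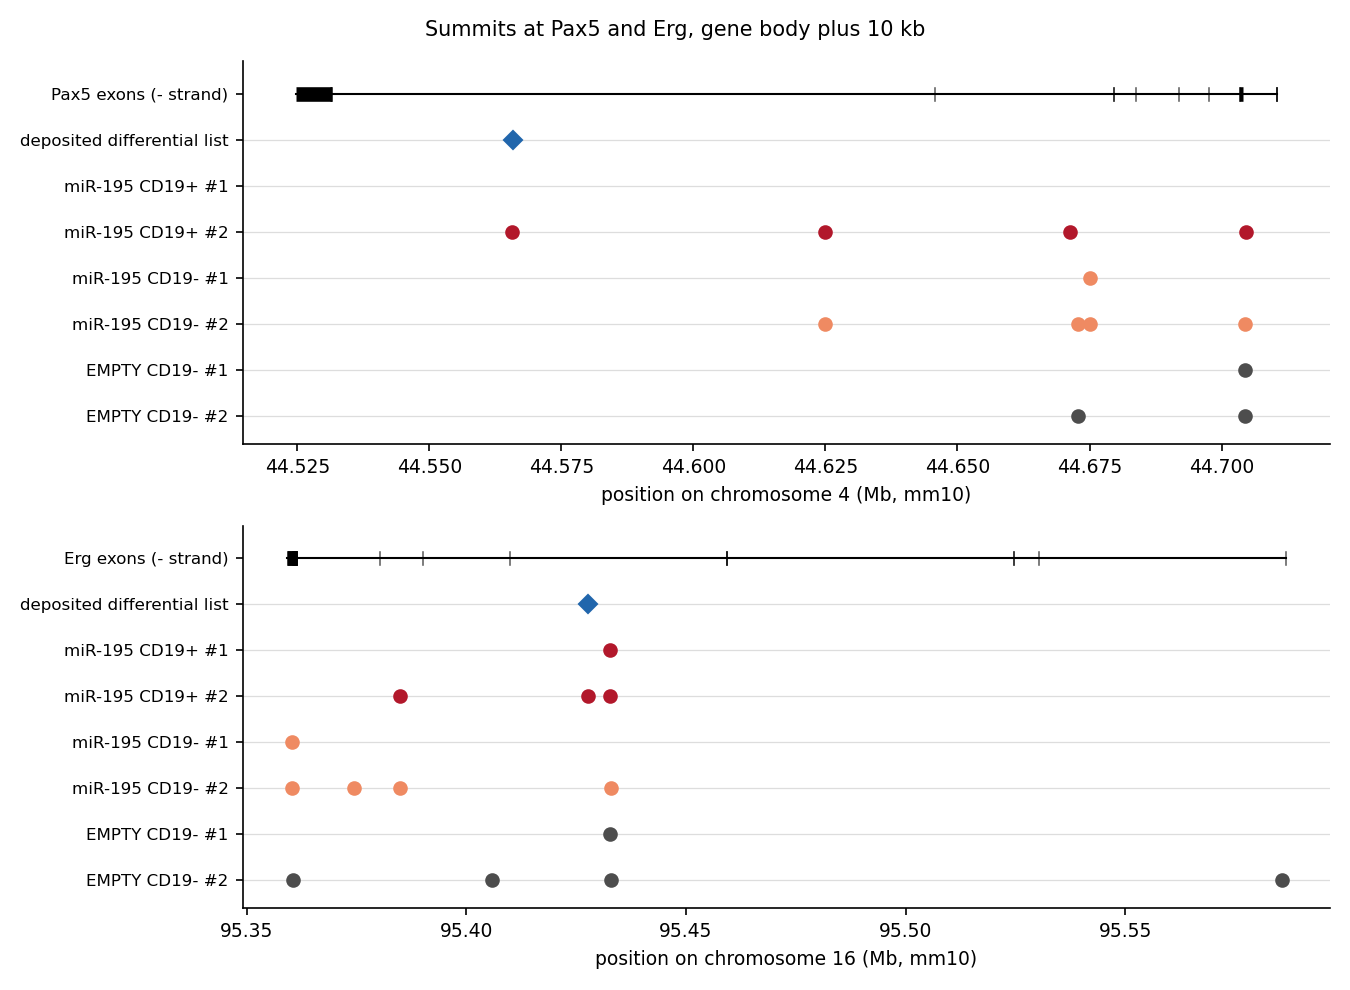
Positions on mm10, in Mb, of summits in each library and in the deposited differential list across Pax5 and Erg, with exons as black bars. The differential summits at 44565797 in Pax5 and 95427758 in Erg coincide with a summit of miR-195 CD19+ #2 only.

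The genes that the study named at its differential peaks held 9 summits against 13 background regions (odds ratio 20.4, Fisher's exact test, adjusted p = 2.38e-07), but they were chosen on these samples and are not independent evidence. Besides Pax5, Runx1, Erg, Irf8, Blnk and Ciita they include Rarres1, with a score of 12.5 in the authors' deposited list at chromosome 3, 67498212, and Atg7, an autophagy gene, with 11.1 at chromosome 6, 114778792. Rarres1 had 0 summits in every library, and the Atg7 summit was found in miR-195 CD19+ #2. T cell genes held 3 differential summits (Cd2 and 2 at Cd6; odds ratio 2.82, Fisher's exact test, adjusted p = 0.386), myeloid genes 2 (Ccr2 and Fcgr3; odds ratio 2.42, adjusted p = 0.642) and stem and progenitor genes 1 (Meis1; odds ratio 2.42, adjusted p = 0.759). The FOXO1 phosphorylation pathway held 2 (Irs2 and Sgk1; odds ratio 1.88, Fisher's exact test, adjusted p = 0.753), FOXO1 targets 1 (Blnk; odds ratio 1.12, adjusted p = 0.999) and cell cycle genes 1 (Ccnd1; odds ratio 1.04, adjusted p = 1). Genes of V(D)J and class switch recombination, NK and ILC, dendritic, erythroid and megakaryocyte, stromal and endothelial, and housekeeping lists held 0.

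Motifs were compared next. The AP-1 consensus occurred at 10.04% of differential summits and 4.44% of background regions (odds ratio 2.40, Fisher's exact test, adjusted p = 5.97e-06). RUNX occurred at 15.3% and 8.50% (odds ratio 1.94, Fisher's exact test, adjusted p = 1.36e-05), PAX5 at 8.23% and 4.17% (odds ratio 2.06, adjusted p = 0.000432), E2A at 37.1% and 28.9% (odds ratio 1.45, adjusted p = 0.000515) and FOXO1 at 3.82% and 2.02% (odds ratio 1.92, adjusted p = 0.0199). ETS, MEF2 and T-box were also more frequent, 8 of the 19 motifs in all. EBF1 was less frequent, at 1.205% against 2.89% (odds ratio 0.410, Fisher's exact test, adjusted p = 0.0457), as were CTCF and NRF1. Among regions more than 1 kb from a TSS with a GC-matched background, PAX5 was the 1 motif still called as more frequent, at 8.46% against 4.24% (odds ratio 2.09, 95% interval 1.41 to 3.03, Fisher's exact test, adjusted p = 0.00402). There T-box had an odds ratio of 2.05 (95% interval 0.815 to 4.53) and MEF2 1.56 (0.587 to 3.55), FOXO1 1.30, AP-1 1.29, E2A 1.01, ETS 0.940, RUNX 0.799 and EBF1 0.551, with adjusted p from 0.349 to 1 (Fisher's exact test).

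**Figure D3:**
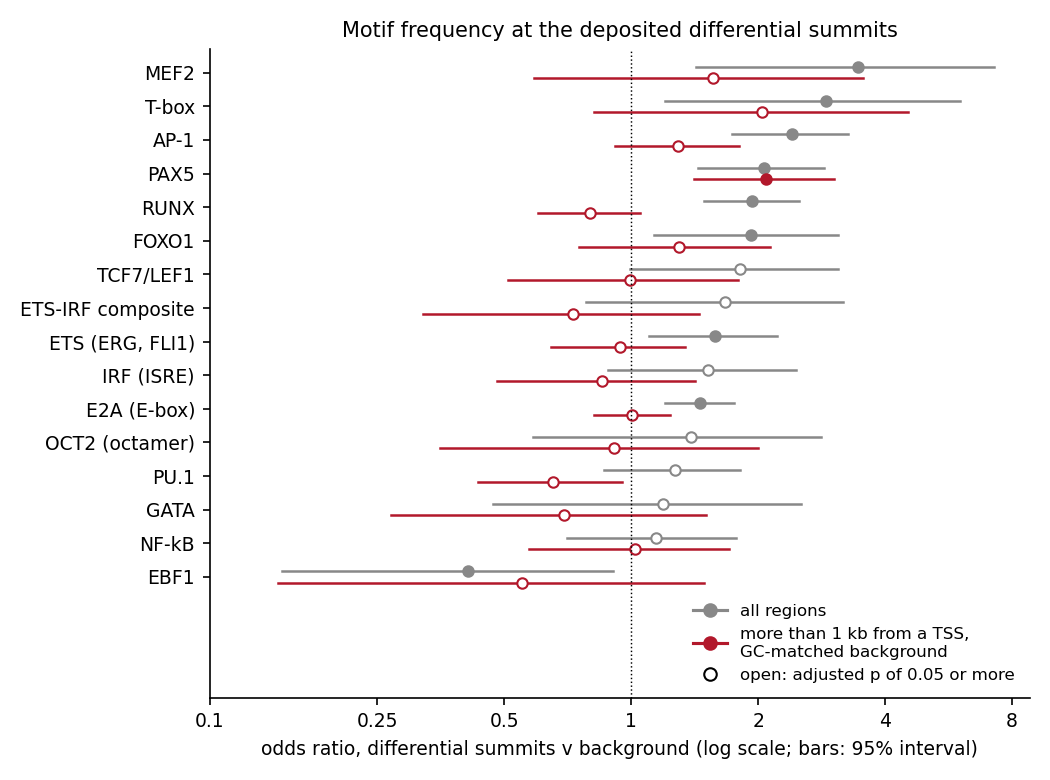
Odds ratios (log scale) of each motif at the deposited differential summits against background regions, with 95% intervals, over all regions (grey) and over regions more than 1 kb from a TSS with GC-matched background (red). Open points have an adjusted p of 0.05 or more; CTCF, C/EBP and NRF1 are left out because their odds ratio was 0, and PAX5 alone is filled in red.

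The per-library lists gave a second view of miR-195 CD19+ against EMPTY CD19-. Regions called in both miR-195 CD19+ libraries and in neither EMPTY library numbered 488, and the reverse set 1025. Crossed splits of the same 4 libraries gave 76 and 1526 regions, and 200 and 406. At equal list length the reverse set held 617. List genes with a region specific to miR-195 CD19+ were H2-Aa, Ebf1, Fcgr3, Ikzf3, Itk, Runx2, Tcf7 and Bach2, a repressor active in B cells. The reverse set included the cyclin gene Ccnd3, Spi1, Rora, Hprt, Cd24a, Spib, Pdpk1 and Bst2. Away from a TSS, PAX5 occurred at 7.93% of the regions specific to miR-195 CD19+ and at 3.32% of regions shared by all 4 libraries (odds ratio 2.51, Fisher's exact test, adjusted p = 0.0160). PAX5 was the 1 motif called as more frequent there. Without the restriction to regions away from a TSS, 7 motifs were called as more frequent, and PAX5 was not among them. Over all regions it occurred at 6.35% against 4.33% (Fisher's exact test, adjusted p = 0.0840). This PAX5 call thus rests on a restriction that was added after the data were seen. Away from a TSS, 4.65% of the regions specific to EMPTY CD19- held PAX5. Set directly against these regions, the odds ratio of PAX5 was 1.77 (95% interval 0.967 to 3.24, Fisher's exact test, adjusted p = 0.219). It was 1.53 (Fisher's exact test, adjusted p = 0.466) at equal list length and, with each library left out, from 1.01 (adjusted p = 1) without miR-195 CD19+ #1 to 2.21 (adjusted p = 0.00364) without EMPTY CD19- #1. Over all specific regions, promoters included, the direct Fisher's exact test called AP-1 (odds ratio 1.90, adjusted p = 0.0179) and the ETS-IRF composite (odds ratio 8.53, adjusted p = 0.0248). Away from a TSS it called none of the 19 motifs, and 4 had a p under 0.05 before adjustment. The lowest adjusted p there, 0.0657 (Fisher's exact test), was that of E2A and of the ETS-IRF composite. E2A was at 40.8% of the regions specific to miR-195 CD19+ and 50.2% of those specific to EMPTY CD19- (odds ratio 0.684), and its odds ratio was 0.578 (Fisher's exact test, adjusted p = 0.0183) at equal list length and from 0.590 to 0.862 with each library left out, called in all of these except without EMPTY CD19- #2. Its odds ratios in the crossed splits, from 0.625 to 0.693 and not called, were of similar size. The ETS-IRF composite, at 8 against 1 regions, had an odds ratio of 11.9 (95% interval 1.59 to 531), 6.90 (Fisher's exact test, adjusted p = 0.364) at equal list length and from 0.797 without miR-195 CD19+ #2 to 8.65 without miR-195 CD19+ #1. No gene list differed between the specific sets after adjustment (lowest adjusted p = 0.970, Fisher's exact test, B-lineage regulators, 7 against 5 regions, or 1.43% against 0.488%).

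**Figure D4:**
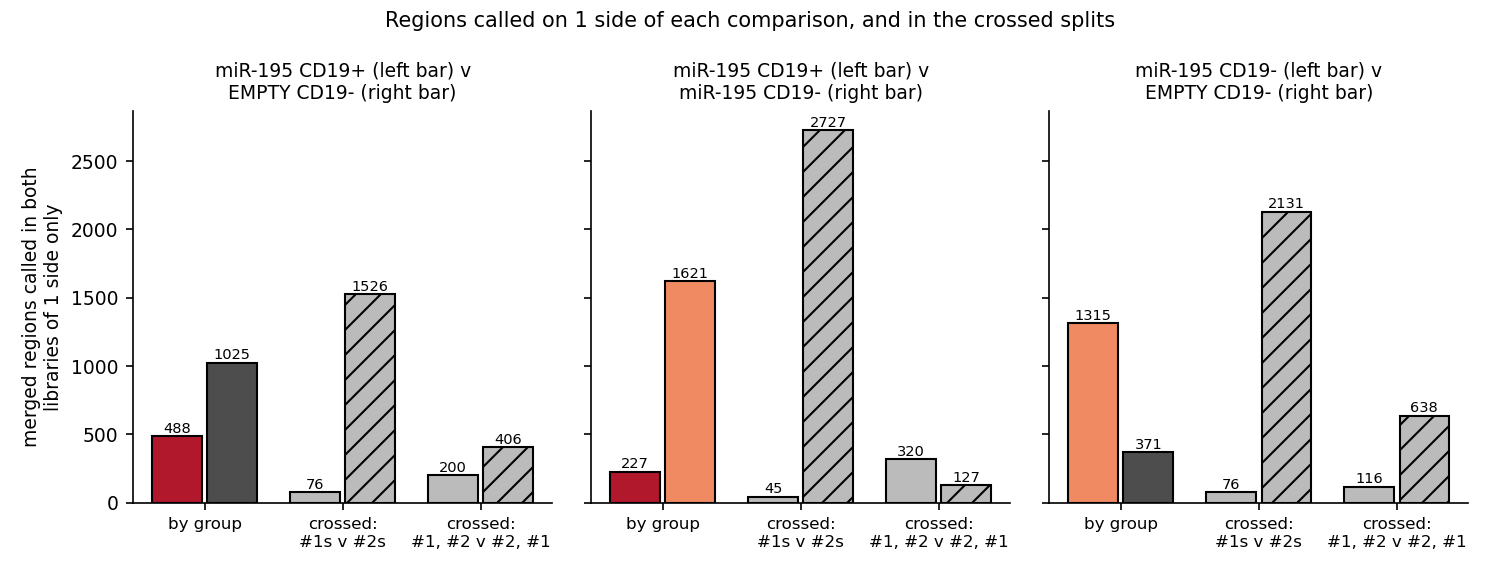
Number of merged regions called in both libraries on 1 side of a comparison and in neither on the other, by group (coloured) and for the crossed splits of the same 4 libraries (grey, hatched for the right-hand side). In each comparison the crossed split of both #1 against both #2 libraries gave the largest single count, from 1526 to 2727.

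CD19+ and CD19- cells that both carried miR-195 were compared to ask what separated the stages under the same vector. Regions specific to miR-195 CD19+ numbered 227 and those specific to miR-195 CD19- 1621, and at equal list length these were 580 and 655. The crossed splits gave 45 and 2727, and 320 and 127. Specific to miR-195 CD19+ were regions at Fcgr3, Runx2, Bach2, Rps18, Sox4, Tcf3, which encodes E2A, and Irf8. The regions tied to Fcgr3, Rps18, Sox4 and Tcf3 lay outside the gene body, that of Tcf3 at a promoter. The lower of the 2 score percentiles was only 4.58 for Tcf3 and 3.75 for Irf8. Specific to miR-195 CD19- were regions at Hprt, Pecam1, Pik3cd, Bcl11a, Ccnd3, Cx3cr1, Foxp1 and Batf3, and other regions at Runx2 and Bach2 were specific to it as well. B-lineage regulators held 4 regions (1.76%) specific to miR-195 CD19+ and 15 (0.927%) of the larger set specific to miR-195 CD19-, an odds ratio of 1.92. No gene list differed between these sets (Fisher's exact test, adjusted p = 1 for every list). Away from a TSS, regions specific to miR-195 CD19- carried RUNX more often than those specific to miR-195 CD19+, at 26.5% against 13.9%. The odds ratio of the CD19+ set was 0.448 (Fisher's exact test, adjusted p = 0.00366), it was 0.516 (adjusted p = 0.00653) at equal list length, 0.591 (adjusted p = 0.0623) without miR-195 CD19- #1 and 0.677 (adjusted p = 0.00427) without miR-195 CD19- #2. The ETS-IRF composite, bound by PU.1 with IRF4 or IRF8, was at 2.53% of the CD19+ set against 0.273% (odds ratio 9.47, Fisher's exact test, adjusted p = 0.0296), 14.8 (adjusted p = 0.00653) at equal list length and 2.71 (adjusted p = 0.196) without miR-195 CD19+ #2. PAX5 was at 10.1% against 3.56% (odds ratio 3.06, Fisher's exact test, adjusted p = 0.00429), but the odds ratio was 1.199 (Fisher's exact test, adjusted p = 0.875) at equal list length. It was 1.47, 1.45 and 1.49, with no call, without miR-195 CD19+ #1, miR-195 CD19+ #2 and miR-195 CD19- #2, and 3.78 without miR-195 CD19- #1. MEF2, with 8.30 (Fisher's exact test, adjusted p = 0.00299), lost its call in the same 4 settings, where its odds ratio was 6.19, 1.78, 3.17 and 1.73.

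The CD19- cells with and without miR-195 were compared to ask how their open chromatin differed. Both EMPTY CD19- libraries and no miR-195 library had a summit at the 5' part of Xist. Sex may thus differ along with the vector, and the differences given here cannot be assigned to the microRNA alone. Regions specific to miR-195 CD19- numbered 1315 and those specific to EMPTY CD19- 371, but 579 and 565 at equal list length. The crossed splits gave 76 and 2131, and 116 and 638. Specific to miR-195 CD19- were regions at Itk, Bcl11a, Cx3cr1, Foxp1, Batf3, Pax5 (chromosome 4, 44675112), Lef1, a Wnt-responsive factor of pro-B and T cells, and Pdgfrb. Specific to EMPTY CD19- were regions at Cd28, Ubc, Cd247, Xcr1, Il18r1 and E2f2. The lower of the 2 score percentiles was only 3.58 for Il18r1 and 0.995 for E2f2. B-lineage regulators held 11 regions (0.837%) of the larger set specific to miR-195 CD19- and 0 of those specific to EMPTY CD19-. Again every list had an adjusted p of 1 (Fisher's exact test). Away from a TSS, the E2A consensus was at 30.7% of the regions specific to miR-195 CD19- and at 52.2% of those specific to EMPTY CD19- (odds ratio 0.407, Fisher's exact test, adjusted p = 1.59e-07). This odds ratio was 0.385 at equal list length, from 0.456 to 0.702 with each library left out, and called in all of these settings; without EMPTY CD19- #2 it was 0.702. RUNX was at 28.5% against 15.9% (odds ratio 2.10, Fisher's exact test, adjusted p = 0.00121) and TCF7/LEF1 at 8.06% against 1.93% (odds ratio 4.45, adjusted p = 0.00512). At equal list length their odds ratios were 1.93 and 6.77, both called, and without miR-195 CD19- #1 they were 1.499 (Fisher's exact test, adjusted p = 0.0777) and 2.82 (adjusted p = 0.0581). Without EMPTY CD19- #2 the TCF7/LEF1 odds ratio was 2.91, still called. T-box, at 2.72% against 0%, had an adjusted p of 0.0415 (Fisher's exact test) and was not called at equal list length. None of these motifs was called in the crossed splits, but these held few regions on at least 1 side and their odds ratios were not always smaller. For E2A these were 0.406 (6 of 22 against 490 of 1021 regions) and 0.629, and 0.608 and 0.720 at equal list length. For RUNX they were 1.07 and 0.723, and 2.07 (95% interval 1.06 to 4.05) and 1.08 at equal list length, so the missing calls do not set the group differences apart from other splits.

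**Figure D5:**
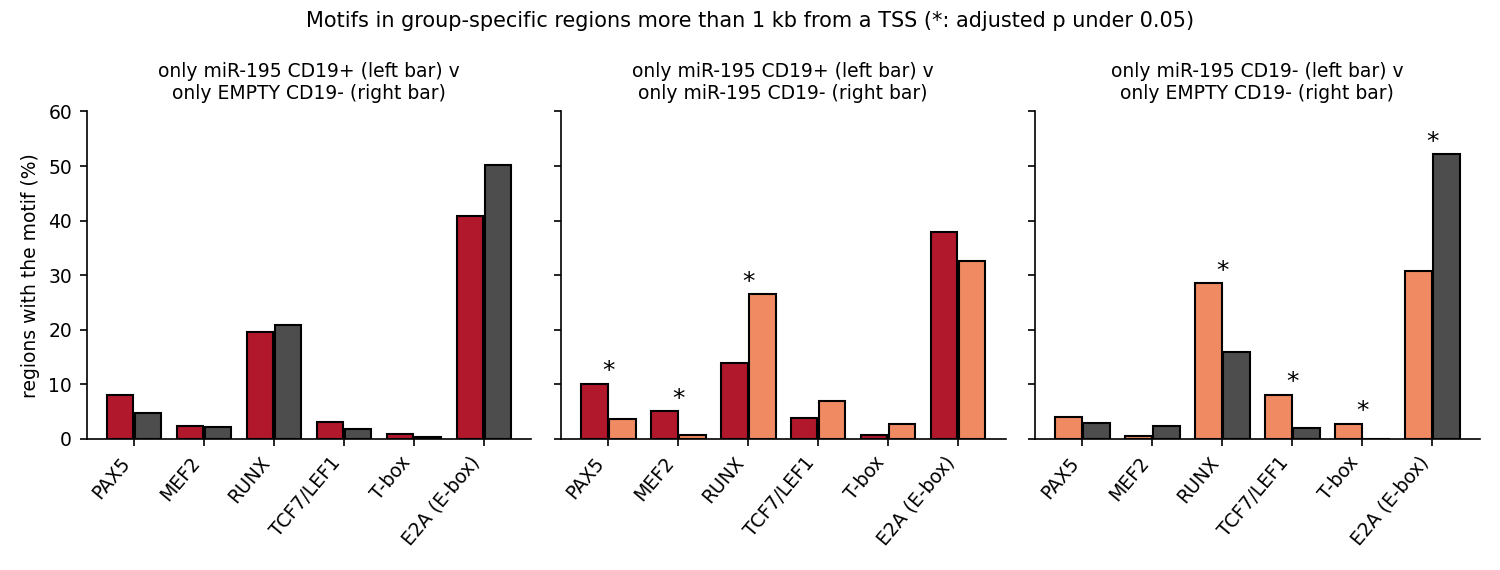
Percentage of group-specific regions more than 1 kb from a TSS that hold each motif, for the 3 comparisons, with an asterisk where the adjusted p was under 0.05. The PAX5, MEF2 and T-box calls were lost at equal list length, whereas RUNX, TCF7/LEF1 and E2A kept theirs.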

Values the study reported

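The study reported 2809 sites of differential accessibility between wild-type and Ebf1-/- pro-B cells, and 904 sites between CD19-positive and CD19-negative wild-type early B cells, of which 678 were shared. Of 226 peaks that differed between miR-195 CD19+ and control CD19- cells, 73 overlapped with these. It counted 198 enriched motifs for EBF1 and 111 for miR-195, with 104 in common.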

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

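The comparison of group-specific regions with each other, the restriction of list tests and of group-specific motif tests to regions more than 1 kb from a TSS, its combination with GC matching, the restriction to summits found in a miR-195 CD19+ library, the list tests without the genes that the study named and the restriction of the Jaccard index to pairs with different replicate numbers were chosen after the data were seen. Differential summits stayed rarer at promoters and more frequent in introns and intergenic sequence in all 6 alternatives tried, with odds ratios from 0.0332 to 0.115 for promoters, 2.55 to 7.62 for introns and 2.29 to 4.80 for intergenic sequence, while the exon call was lost in 3 of them (1.21 to 3.58). The PAX5 motif at differential summits kept its call in all 8 alternatives, with odds ratios from 1.47 to 2.62. The share of differential summits found per library kept its order of groups in all 10 alternatives, with differences from 31.2 to 70.4 points for miR-195 CD19+ minus EMPTY CD19-, 11.5 to 50.7 for miR-195 CD19+ minus miR-195 CD19- and 6.83 to 31.0 for miR-195 CD19- minus EMPTY CD19-. Its exact test, with a smallest p of 0.333, cannot show stability. Unknown depth limits every count of group-specific regions, since a region absent from a list can be closed or only undersampled. Where a value below moved, the cause was not tested, except that fewer summits follow by construction from a score of at least 10 or from equal list length.

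A score of at least 10 turned the difference of the within-group and between-group Jaccard index to -0.0484. The numbers of group-specific regions became 85 for miR-195 CD19+ and 418 for EMPTY CD19-, 29 for miR-195 CD19+ and 416 for miR-195 CD19-, and 249 for miR-195 CD19- and 62 for EMPTY CD19-. It left 290 differential summits. At equal list length the counts were 617 for EMPTY CD19- against miR-195 CD19+, 580 and 655 for miR-195 CD19+ and CD19-, and 579 and 565 for miR-195 CD19- and EMPTY CD19-. An overlap distance of 100 bp gave 378 regions for miR-195 CD19+ against miR-195 CD19- and 582 for EMPTY CD19- against miR-195 CD19-.

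With each library left out in turn, the ratio of mean summit numbers ranged from 0.624 to 1.13 for miR-195 CD19+ against EMPTY CD19-, from 0.495 to 1.07 for miR-195 CD19+ against CD19-, and from 0.823 to 1.70 for miR-195 CD19- against EMPTY CD19-, crossing 1 without miR-195 CD19+ #1 (1.13) or EMPTY CD19- #2 (1.02) in the first and without miR-195 CD19- #2 in the others. The Jaccard difference ranged from -0.0210 to 0.0451. Counts of group-specific regions ranged from 681 to 3657 for miR-195 CD19+ and 1298 to 3824 for EMPTY CD19- in the first comparison. They ranged from 292 to 2540 for miR-195 CD19+ and 1905 to 9006 for miR-195 CD19- in the second, and from 1659 to 8177 for miR-195 CD19- and 465 to 2377 for EMPTY CD19- in the third. A group reduced to 1 library needs only 1 call per region, which raises these counts by construction. The highest counts came without the #1 library of the group that called the regions, except 2377, which came without miR-195 CD19- #2.

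Gene list calls at differential summits were lost as follows. For B-lineage regulators the odds ratio was 2.82 in regions more than 1 kb from a TSS and 2.92 without the genes that the study named. For BCR and B cell surface genes it was 4.06 with the nearest TSS, 2.40 with gene body plus 50 kb, 3.34 with a score of at least 10 3.796 with summits found in a miR-195 CD19+ library and 2.08 without the genes that the study named. With these genes left out, 0 lists were called.

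The number of motifs more frequent at differential summits, 8 over all regions, was 4 with a 50 bp window and 1 with a GC-matched background, in regions more than 1 kb from a TSS, or with both. The number less frequent, 3 over all regions, was 0 with a 50 bp window, a GC-matched background, a score of at least 10 or summits found in a miR-195 CD19+ library, and 1 away from a TSS with or without GC matching. EBF1 lost its call with odds ratios of 0.761 with a 50 bp window, 0.642 with GC matching, 0.503 away from a TSS, 0.551 with both, 0.470 with a score of at least 10 and 0.444 with summits found in a miR-195 CD19+ library. FOXO1 lost its call with 1.17, 1.26, 1.34, 1.30 and, for summits found in a miR-195 CD19+ library, 1.57, and RUNX with 1.49, 1.03, 0.853 and 0.799, each in the order 50 bp window, GC matching, away from a TSS, both. With GC matching, away from a TSS and both, E2A lost its call at 1.23, 0.960 and 1.01, and AP-1 at 1.55, 1.325 and 1.29. Self-tests over all regions called a planted odds ratio of 2 for FOXO1 in 36 of 100 draws, so there a FOXO1 difference of that size would often be missed. The settings in which the call was lost were not simulated.

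Motifs more frequent in group-specific regions than in shared regions numbered 7 and 7 in the first comparison, 5 and 8 in the second and 9 and 3 in the third. In regions more than 1 kb from a TSS they numbered 1 and 0, 1 and 2, and 3 and 0. With GC matching they became 1 and 2 in the first comparison, 0 for miR-195 CD19+ in the second, and 5 and 1 in the third. A 250 bp window gave 11 for miR-195 CD19+ in the first comparison, and a 50 bp window gave 3 for EMPTY CD19- there, 1 for miR-195 CD19+ in the second and 1 for EMPTY CD19- in the third. Equal list length gave 3 for EMPTY CD19- in the first comparison and 4 for miR-195 CD19- in the second. Left-out libraries gave 7 to 12 and 5 to 11 in the first, 4 to 10 for miR-195 CD19+ in the second and 2 to 9 for EMPTY CD19- in the third.

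A list member counted as open when it had a summit in its body plus 10 kb. Of the 15 gene lists, 0 had more open members in every miR-195 CD19+ than EMPTY CD19- library and 1 the reverse. The result was 0 and 2 for miR-195 CD19+ and CD19-, and 1 and 0 for miR-195 CD19- and EMPTY CD19-. At equal list length these became 2 and 2, then 3 and 1. A score of at least 10 gave 0 for EMPTY CD19- over miR-195 CD19+, 1 for miR-195 CD19- over CD19+ and 0 for miR-195 CD19- over EMPTY CD19-. Assignment to the nearest TSS gave 1 for miR-195 CD19- over CD19+ and 3 for miR-195 CD19- over EMPTY CD19-. Left-out libraries gave 0 to 6 and 1 to 11, 0 to 3 and 2 to 11, and 1 to 10 and 0 to 3.

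No source says that the replicate numbers pair the libraries. Deviations of same-numbered libraries from their group means correlated at -0.0193, 0.0342 and 0.0193 over 26873 regions. Libraries of different groups overlapped more when their numbers were equal, with a mean Jaccard index of 0.483 against 0.427, and less so at equal list length, with 0.508 against 0.498, where it was 0.546 within groups; the #2 list is the longer one in every group. Within groups the index exceeded that of pairs from different groups with different numbers by 0.0440, and by 0.0478 at equal list length (exact permutation p = 0.167 for each, the smallest possible). With the replicate number as a block, the ratios of summit numbers were 0.849, 0.712 and 1.19 (exact sign-flip p = 0.5, 0.5 and 1). The paired differences in the share of differential summits were 50.8, 31.1 and 19.7 points (exact sign-flip p = 0.5 each, the smallest possible), and the counts of group-specific regions were 488 and 1025, 227 and 1621, and 1315 and 371, which a block leaves as they are by construction. With a smallest p of 0.5 against 0.333 without the block, neither test could make a call, so they cannot show whether a block matters.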

Other observations

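Chosen only after their results were seen were the tests of selection against the EMPTY libraries, of list length, of promoter position and GC content, of PAX5 at equal list length and of sex.

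Lineage lists described the libraries beyond the B cell genes. Of 22 B-lineage regulators, 17.5 ± 0.707 (SD, n = 2) had a summit in their body plus 10 kb in miR-195 CD19+, 20.5 ± 2.12 in miR-195 CD19- and 18.5 ± 0.707 in EMPTY CD19-. Genes of other lineages had such summits as well, which may belong to a neighbouring gene. Of 22 T cell genes these were 12, 16 and 13 on average in the same order, and of 17 NK and ILC genes 7, 11.5 and 8. Myeloid genes gave 10 of 26, 12.5 and 11, dendritic genes 9 of 17, 11.5 and 9.50, stem and progenitor genes 4.50 of 16, 9 and 6.50, erythroid and megakaryocyte genes 6 of 16, 6 and 6.50, and stromal and endothelial genes 2.50 of 12, 2 and 2. BCR and B cell surface genes gave 16.5 of 28, 17 and 14, recombination genes 8.50 of 13, 10 and 8.50, the FOXO1 phosphorylation pathway 13 of 18, 16 and 15.5, and FOXO1 targets 12 of 19, 14 and 11. Cell cycle genes gave 15.5 of 20, 16.5 and 17.5, housekeeping genes 17 of 19, 19 and 19, and the genes the study named 5.50 of 8, 5 and 6. With a summit within 1 kb of a TSS, the means were 12, 12.5 and 12.5 for B-lineage regulators and 6, 9 and 7.5 for T cell genes. They were 3.5, 6.5 and 5 for NK and ILC genes, and 3, 4 and 3 for myeloid genes. Within miR-195 CD19-, the longer list of #2 held 15 NK and ILC genes in body plus 10 kb against 8 in #1, and 13 stem and progenitor genes against 5. The share over all genes was not computed. No list had an exact permutation p below 0.333, the smallest that this design allows. At loci of early B cell genes, Rag1 had a summit in 0 libraries, Rag2 had 1 in miR-195 CD19+ #2, and Il7r, the receptor for the main growth factor of pro-B cells, had 1 and 2 in miR-195 CD19- and none in the other groups. Rag1, Rag2 and Il7r were picked from the lists after their values were seen.

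Of the differential summits, 30 were found in all 4 miR-195 libraries and in neither EMPTY library, and the Bdkrb1, Ror1 and Kifc3 summits are among them. Of the 172 found in a miR-195 CD19- library, 152 had none in EMPTY CD19-, while 4 had one in EMPTY CD19- and none in miR-195 CD19-. The 103 summits found in no library had a median score of 9.83 against 11.1 for the rest and lay in masked repeats at 4.85% against 6.33%. They include Ccr2, a chemokine receptor gene of monocytes, with a score of 16.5 in the authors' deposited list. Exact scores were shared between summits for 369 of 498 (74.1%).

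The first pattern is that miR-195 CD19- libraries carried summits of a list made without them, far more often than EMPTY CD19-. Longer lists may account for part: at equal list length the shares fell from 11.2% and 33.9% to 7.43% and 7.83%, and although the lower miR-195 CD19- library still carried 7.40 times as many as the higher EMPTY library, the summits had been chosen as low in EMPTY CD19-, so this ratio excludes nothing. Selection of the regions against EMPTY CD19- may account for a large part: over all regions called in both miR-195 CD19+ libraries and not in 1 EMPTY library, the other EMPTY library held 46.4% and 40.1% against 45.3% and 51.8%, and 42.9% and 44.4%, in miR-195 CD19- at equal list length, and 58.5% and 27.2% against 45.2% and 82.1%, and 34.5% and 71.5%, with all summits. In such regions more than 1 kb from a TSS, where most differential summits lie, miR-195 CD19- held at least 7.25 points more than the other EMPTY library at equal list length (largest exact McNemar p = 0.00489), but with all summits the smallest difference was -4.64 points (miR-195 CD19- #1, exact McNemar p = 0.0697, against the longer list of EMPTY CD19- #2), so selection and list length as the whole cause stay open. CD19+ cells in the CD19- sort may contribute and cannot be told apart from chromatin that miR-195 opened before CD19 appeared, because the odds ratio of being carried for high-scoring against low-scoring summits, 0.785 in #1 (Fisher's exact test, p = 0.478) and 0.982 in #2, is not above 1 as such cells would make it but excludes nothing at this spread, and the study's methods name B220+ alone for this sort.

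The second pattern is the set of motifs at differential summits, of which the 7 besides PAX5 lost their call away from a TSS with GC matching. For 4 of them the interval there lay below the odds ratio over all regions, in line with promoter position and GC content as a source of their excess: RUNX fell from 1.94 (95% interval 1.49 to 2.50) to 0.799 (0.601 to 1.05), AP-1 from 2.40 (1.74 to 3.26) to 1.29 (0.913 to 1.80), E2A from 1.45 (1.202 to 1.76) to 1.01 (0.818 to 1.23) and ETS from 1.58 (1.10 to 2.22) to 0.940 (0.644 to 1.34). For the other 3 the interval held both 1 and the earlier value, which leaves that cause open: T-box went from 2.90 (1.203 to 6.03) to 2.05 (0.815 to 4.53), MEF2 from 3.45 (1.43 to 7.25) to 1.56 (0.587 to 3.55) and FOXO1 from 1.92 (1.13 to 3.09) to 1.30 (0.751 to 2.14); PAX5 kept an odds ratio of 2.09 there, which argues against that explanation for PAX5. Whether pooling against EMPTY CD19- produced the PAX5 excess stays open: regions specific to miR-195 CD19+ against those specific to miR-195 CD19- gave 3.06 (95% interval 1.55 to 5.76). This meets the bound against this explanation, which was written before this result, but the comparison itself was added after the data were seen. That bound took no account of list length, and at equal list length, a test added after this result, the odds ratio was 1.199 (Fisher's exact test, adjusted p = 0.875).

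The third pattern is 2 differential summits on chromosome Y, at the promoters of Uty (1245805) and Ddx3y (1286596), found in miR-195 CD19+ #2 and miR-195 CD19- #2 and named outside the rule for genes. A difference in the sex of the animals or donor cells may be the source, since 2 of 2 EMPTY CD19- libraries had a summit at the 5' part of Xist (X, 103482021 and 103481716), the 4 miR-195 libraries had none, and no EMPTY library had one at the promoters of Ddx3y, Uty, Kdm5d and Eif2s3y. Whether sex was the cause of the whole list stays open. Of the 498 summits, 493 lie on autosomes, but only 1.66% of background regions lie on X. Most summits of any such list would thus be autosomal, and effects of sex on autosomal chromatin were not tested. If sex differs along with the vector, sex and vector cannot be told apart in any comparison with EMPTY CD19-. EMPTY CD19- #2 had 1 chromosome Y summit elsewhere (90812730). It lies in fully masked repeat sequence, so the origin of its reads is unknown and it speaks neither for nor against sex as the source. Near the same end of the chromosome, miR-195 CD19- #1 and #2 had 1 summit each (90740256 and 90740356), and miR-195 CD19+ #1 had 0.

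The deposited list for miR-195 CD19+ against EMPTY CD19- held 498 summits. That is higher than the value quoted from the study above for this comparison. Those summits that lay inside protein-coding genes fell in 234 genes. The study calls its number peaks in one place and genes in another, and if it counts genes, the count of genes here is the one to set beside it and is close to it.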
